# High glucose enhances the metastatic potential of tongue squamous cell carcinoma via the PKM2 pathway

**DOI:** 10.18632/oncotarget.22907

**Published:** 2017-12-04

**Authors:** Wei Wang, Qianting He, Wangxiang Yan, Jingjing Sun, Zujian Chen, Zhonghua Liu, Zhiyuan Lu, Jinsong Hou, Yisen Shao, Xiaofeng Zhou, Anxun Wang

**Keywords:** tongue squamous cell carcinoma, metastasis, high glucose, PKM2

## Abstract

Previous evidence has indicated an increased cancer risk in individuals with diabetes mellitus (DM). The aim of this study was to investigate the relationship between DM (high glucose) and tongue squamous cell carcinoma (TSCC) and how high glucose mediated the metastatic potential of TSCC. The relationship between DM and TSCC was assessed in a retrospective study. The role and its mechanism of high glucose on the proliferation, metastatic potential of TSCC were investigated *in vitro* and *in vivo*. The prevalence rate of DM in patients with TSCC was 12.84%, which was significantly higher than that (9.7%) in the general population in China. Although no significant difference was observed in the overall survival (OS) rate, TSCC patients with DM have a 1.38-fold increase in relative risk affecting 5-year OS compared to patients without DM. High glucose enhanced the TSCC cell proliferation, migration, invasion and upregulated PKM2 (pyruvate kinase M2) expression. Whereas, these effect was abolished after knockdown of PKM2 in TSCC cells. High glucose promoted tumour growth and lung metastasis of TSCC in a DM animal model. Our results confirm DM as a risk factor for the development of TSCC. High glucose enhances the metastatic potential of TSCC through stimulation of the PKM2 pathway.

## INTRODUCTION

Diabetes mellitus (DM) is one of the most common chronic diseases in nearly all countries. In 2010, the world prevalence rate of diabetes among adults (aged 20-79 years) was 6.4% [1]. A national study among Chinese adults revealed that the age- and sex-standardized prevalence of total diabetes and prediabetes (i.e., impaired fasting glucose or impaired glucose tolerance) was 9.7% and 15.5%, respectively [2]. These findings indicate the importance of diabetes as a public health problem. Recent epidemiological evidence suggests that DM may contribute to the initiation and propagation of certain cancers [3]. Indeed, individuals with diabetes have a significantly higher likelihood of developing a range of cancers including liver, pancreatic, colorectal and breast cancer [4–7]. Epidemiological studies have also implicated DM as a risk factor for the development of oral squamous cell carcinoma (OSCC) [8], but whether DM affects the progression and prognosis of tongue squamous cell carcinoma (TSCC) remains unclear.

DM is a pathophysiological state of oxidative stress and DNA damage that can lead to various types of mutations, which then cause aberrations in cells and an increased cancer risk [9]. However, the underlying cellular and molecular mechanisms of DM-mediated tumour development remain unclear. Hyperglycaemia (High glucose), a characteristic feature of DM, has been shown to contribute to an enhanced risk of cancer [10]. They found that hyperglycaemia in cancer patients contributes to an increased likelihood of tumour recurrence and metastasis [10]. Many endeavour had been done to uncover the mechanism of how hyperglycaemia mediated proliferation and metastatic in cancer [11, 12]. Recent research found that hyperglycaemia induces the expression of the glycolytic enzyme HK2, which enhances cancer metastasis [13]. PKM2 (pyruvate kinase 2), another key glycolytic enzyme, had been revealed to play an important role in cancer metabolism, tumour growth, invasion and metastasis [14, 15]. In our previous studies, we had showed that PKM2 deregulation plays an important role in patients with TSCC. Overexpression of PKM2 is associated with cervical lymph node metastasis and an unfavourable prognosis in patients with TSCC. PKM2 enhances the metastatic potential of TSCC through the SOD2-H_2_O_2_ pathway [16].

To further investigate the relationship between DM (high glucose) and TSCC and its mechanism of how high glucose mediates TSCC metastasis. We analyzed the relationship between DM and TSCC in a retrospective study. Then, we investigated the role of high glucose in the metastatic potential of TSCC *in vitro* and *in vivo*. Finally, we analyzed the mechanism of how high glucose mediates metastasis in TSCC. We found a high prevalence rate of DM in patients with TSCC. High glucose enhances the metastatic potential of TSCC through stimulation of the PKM2 pathway.

## RESULTS

### High prevalence rate of DM in patients with TSCC

In all, 501 patients with TSCC were included in this retrospective study. As shown in Table 1, the prevalence rate of DM was 13.97%, and the prevalence rate of IFG (Impaired Fasting Glucose) was 20.76%. The prevalence rate according to the age- and sex-adjusted standardized prevalence rate (SPR) of DM in patients with TSCC was 12.84%, and the SPR of IFG was 18.88%. The SPRs of both DM and IFG in TSCC were significantly higher (*P*<0.001) than those in the general Chinese population, in which the SPRs were 9.7% and 15.5% for DM and IFG, respectively. Except for gender, no significant difference was found in regards to age, tumour size, lymph node metastasis, clinical stage or histological grade between TSCC patients with and without DM (Supplementary Table 1). Although no significant difference was observed in the overall survival (OS) rate between DM and non-DM patients with TSCC, the non-DM group showed a better survival trend than the DM group (Data not shown). Moreover, Cox regression revealed that TSCC patients with DM have a 1.38-fold increase in relative risk affecting the 5-year OS compared to patients without DM (Table 2).

**Table 1:** The prevalence rate of DM and IFG in patients with TSCC

	Prevalence rate		SPRs^*^		SPRs in the Chinese population^#^	
	DM	IFG	DM	IFG	DM	IFG
Total	13.97%	20.76%	12.84%	18.88%	9.7%	15.5%
Male (%)	11.19%	17.13%	11.98%	18.34%	10.6%	16.1%
Female (%)	17.69%	25.58%	13.67%	19.40%	8.8%	14.9%

^*^SPRs: standardized prevalence rates. ^#^: Data from Ref [2].

**Table 2:** Results of the univariate and multivariate analyses of factors affecting the 5-year overall survival of patients with TSCC

Characteristics	Univariate analyses	Multivariate analyses		
	*P* value	*P* value	HR	*95%CI*
Gender (Female vs Male)	0.590	0.174	1.29	(0.935, 2.685)
Age (>40 vs ≤40)	0.112	0.087	1.59	(0.894, 1.860)
Tumour size (T_1+2_ vs T_3+4_)	<0.001	0.017	2.01	(1.136, 3.570)
Lymph node metastasis (Positive vs Negative)	<0.001	0.002	2.18	(1.329, 3.589)
Clinical stage (C_I+II_ vs C_III+IV_)	<0.001	0.571	0.83	(0.425, 1.602)
Histological grade (Moderate/Poor vs Well)	<0.001	0.001	1.80	(1.259, 2.579)
DM (Positive vs Negative)	0.090	0.170	1.38	(0.870, 2.199)

Moreover, we investigate the correlation between PKM2 expression and DM in patients with TSCC. The data of PKM2 expression in TSCC detected by IHC had been shown in our previous study [16]. As shown in Supplementary Table 2, strong correlations were found between PKM2 expression and DM in patients with TSCC. We also investigate the correlation between DM and lymph node metastasis in patients with TSCC. As shown in Supplementary Table 3, no correlations were found between DM and lymph node metastasis in patients with TSCC.

### High glucose promotes the proliferation, migration and invasion of TSCC

To investigate the role of high glucose in the migration/invasiveness of TSCC, we cultured UM1 cells with different glucose levels (5.6mM, 11.1mM, 16.7mM or 25.0mM). As shown in Figure 1, high glucose significantly increased the migration (Figure 1A) and invasion (Figure 1B) abilities, and proliferation capacity (Figure 1C) in a concentration - dependent manner. High glucose also increased the expression of PKM2 and SOD2 (Figure 1D), the activity of SOD2 (Figure 1E) and production of H_2_O_2_ (Figure 1F) in UM1 cells. Moreover, the expression levels of metastasis-related proteins (pERK1/2, Slug and Vimentin) were clearly increased, while the E-cadherin protein levels were obviously decreased after UM1 cells were cultured with higher glucose (Figure 1D).

**Figure 1:**
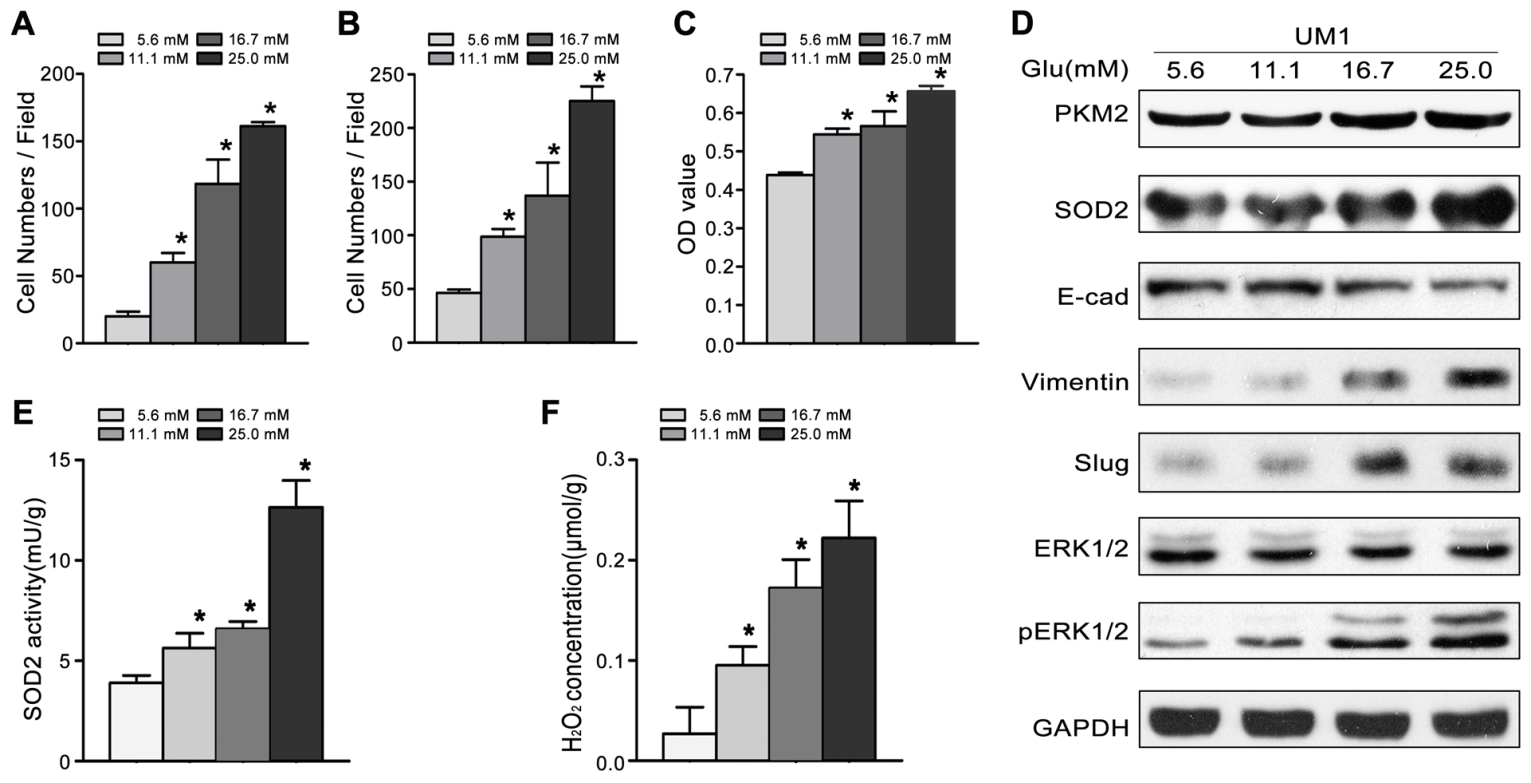
High glucose promotes the migration and invasiveness of TSCC *in vitro* **(A-C)** Compared with normal glucose (5.6mM), high glucose (11.1mM, 16.7mM or 25.0mM) significantly promoted the migration (A), invasion (B) and proliferation (C) of UM1 cells in a concentration - dependent manner. **(D)** The protein levels of PKM2, SOD2, Vimentin, Slug and pERK1/2 were obvious increased in UM1 cells cultured with high glucose (11.1mM, 16.7mM or 25.0mM), but the protein level of E-cadherin was decreased. SOD2 activity **(E)** and H_2_O_2_ production **(F)** were significantly increased in UM1 cells cultured with high glucose (11.1mM, 16.7mM or 25.0mM). ^*^P<0.05 compared with UM1 cells cultured with 5.6mM glucose.

### High glucose promotes the proliferation, migration and invasion of TSCC through the PKM2 Pathway

To further investigate whether high glucose mediated the metastatic potential of TSCC though PKM2 (glycolytic enzyme) pathway, we detected gene expression patterns by microarray. 

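Large parts of the UM1 transcriptome differed between the 2 glucose levels. Of 18132 genes, 2808 were higher and 4023 were lower in high glucose than in normal glucose at an adjusted p under 0.05 (limma, Benjamini-Hochberg). Among these, 1157 genes rose and 993 fell by more than 2-fold. The largest rises included COL3A1, a fibrillar collagen (130.6-fold, SE 0.0829 on the log2 scale, n = 2 arrays per group, adjusted p = 5.49e-06 from limma), and GJA1, a gap junction protein (58.0-fold, adjusted p = 5.49e-06 from the same test). ANLN and DLGAP5, which act in cell division and mitosis, rose 47.9-fold and at least 35.8-fold, and the guanylate-binding proteins GBP1 and GBP2 rose 55.6-fold and at least 36.2-fold. The largest falls included GDF15, a stress-induced cytokine, and HMOX1, heme oxygenase, which were 105.4-fold and 42.2-fold higher in normal glucose (adjusted p = 1.34e-05 and 5.49e-06 from limma). LCN2, AKR1C2, AKR1C1 and IL13RA2 were lower in high glucose by factors of 56.3, 41.9, 34.8 and at least 19.1. BEX2, IL1RL1 and SPRR2D were lower by factors of 80.7, 65.0 and 61.1. Their levels in high glucose were 3.32, 3.70 and 3.54 on the log2 scale, below the array medians. That of BEX2 lay near the 25th percentiles of the 2 high glucose arrays (3.32 and 3.26). At the fold and unadjusted p thresholds of the methods, limma gave 1930 up-regulated and 2433 down-regulated genes.

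UM1 is an established cell line from a human tongue squamous cell carcinoma. The cells were cultured in 5.6 mM glucose (normal glucose) or 16.7 mM glucose (high glucose), for 7 days according to the sample labels, and their RNA was hybridised to 4 Affymetrix arrays, 2 per group. The labels call the arrays of a group biological replicates and the methods speak of duplicates. The methods name the Human Genome U133 Plus 2.0 array, whereas the probe set identifiers of the deposited values are those of the PrimeView array. The authors summarised the scans with RMA, which corrects the background, normalises the arrays to each other and gives a log2 value per probe set. Each gene was represented by its brightest probe set that is annotated to that gene alone, and high glucose was compared with normal glucose by limma. The array medians lay between 5.01 and 5.07. Across all probe sets, which are not independent replicates, the 2 arrays of a group correlated at r = 0.997 in normal glucose and 0.996 in high glucose, and arrays of different groups at 0.946 to 0.947. The 3' end of the beta-actin control exceeded its 5' end by 0.713 and 0.740 on the log2 scale in normal glucose and by 0.349 and 0.417 in high glucose. With 2 arrays per group, the smallest two-sided exact permutation p for a single gene is 0.333, so the calls rest on the spread that limma shares between genes. The methods' t-test called 1347 genes higher and 1667 lower after Benjamini-Hochberg adjustment.

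**Figure D1:**
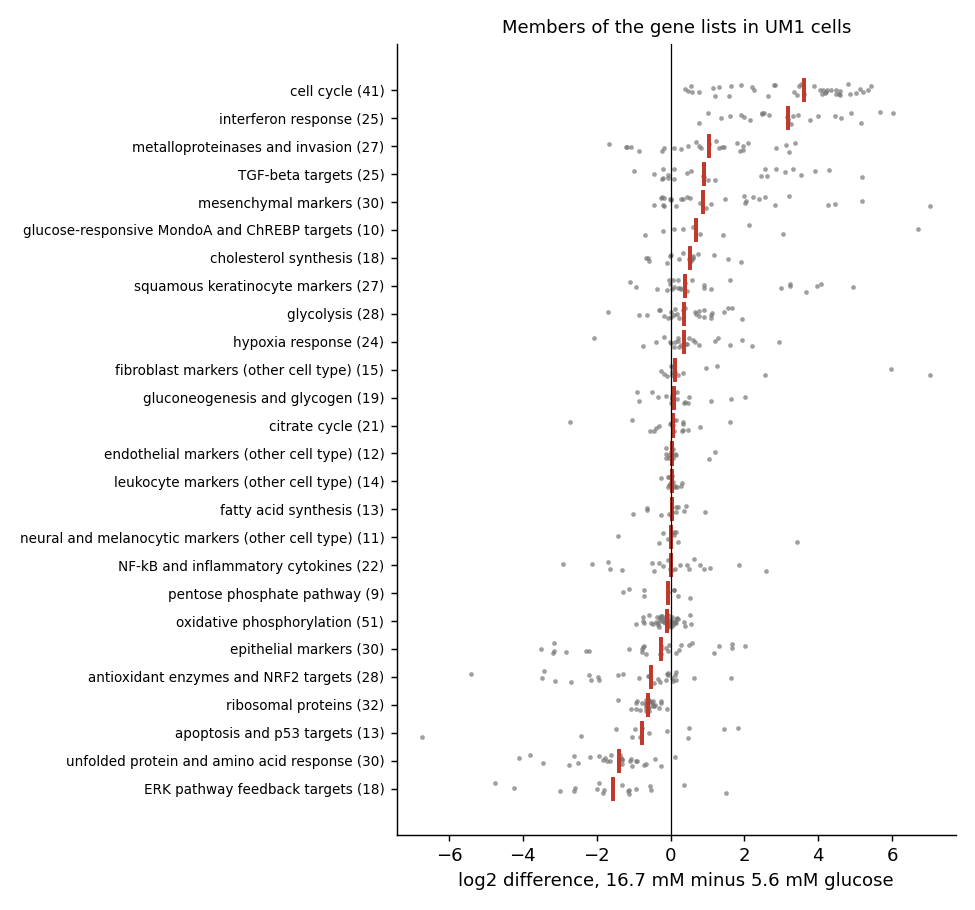
Log2 difference between high glucose (16.7 mM) and normal glucose (5.6 mM) in UM1 cells for the measured members of 26 gene lists, whose sizes stand in parentheses. Each grey point is a gene, the difference of the means of 2 arrays per group, and each red line is the median of a list. The medians run from -1.56 for the ERK pathway feedback targets to 3.61 for the cell cycle genes.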

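Of the genes that Figure 2A plots, 14 were higher and 4 were lower in high glucose at an adjusted p under 0.05. PKM, which encodes the muscle pyruvate kinase isoforms, PKM2 among them, rose 3.14-fold, a log2 difference of 1.65 (SE 0.0836, n = 2 arrays per group, adjusted p = 5.43e-05 from limma). LDHA, the lactate dehydrogenase subunit that makes lactate from pyruvate, rose 2.93-fold (SE 0.0900 on the log2 scale, adjusted p = 8.95e-05 from limma). HK1, a hexokinase of the entry step, rose 1.86-fold (SE 0.104 on the log2 scale, adjusted p = 0.00125 from limma). PFKP and PFKL, subunits of phosphofructokinase, rose 2.71-fold and 1.62-fold. The enzymes that follow in the pathway rose 2.16-fold (PGK1), 2.14-fold (PGAM1), 1.88-fold (TPI1), 1.71-fold (GAPDH) and 1.69-fold (ENO1). GPI rose 2.13-fold and PPP2R5D, a regulatory subunit of protein phosphatase, 1.63-fold. HKDC1, PFKFB2, PFKM and ENO2 were lower in high glucose, by factors of 3.25, 1.80, 1.55 and 1.24. The 3 probe sets of HKDC1 ranged from 0.0772-fold to 0.398-fold and the 6 of PFKFB2 from 0.328-fold to 0.556-fold. The 9 probe sets of PGK1 ranged from 2.16-fold to 3.28-fold and the 4 of PGAM1 from 2.14-fold to 2.63-fold.

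Of the 14 higher and 4 lower genes, 12 and 3 also passed the thresholds of the methods. The study chose these genes on the same arrays, so their counts are not independent evidence. PGM1 (1.28-fold higher), DHTKD1 (1.33-fold higher) and ENO2 (1.24-fold lower) missed the fold threshold, and their adjusted p from limma was between 0.0527 and 0.129 when any 1 of the 4 arrays was left out. Probe sets whose names end in _x_at can bind transcripts of other genes. Without them, 10 of the 14 higher genes had a probe set and 7 passed the thresholds of the methods. After adjustment of the methods' t-test, HK1 and PPP2R5D had an adjusted p of 0.0659 and 0.0754, and 12 of the 14 higher and 1 of the 4 lower genes passed.

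**Figure D2:**
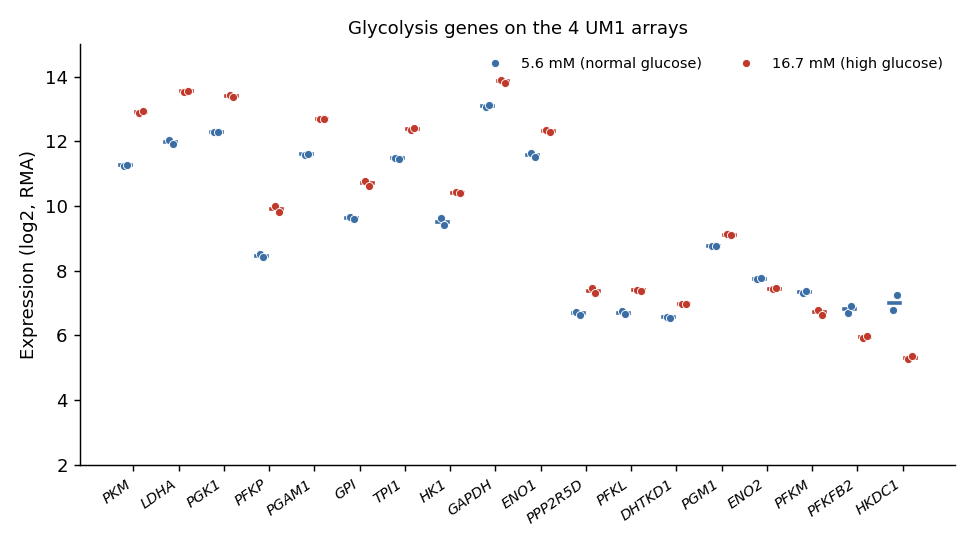
Log2 expression (RMA) of the genes of Figure 2A on each of the 4 UM1 arrays. Points are single arrays in normal glucose (blue, 5.6 mM) and high glucose (red, 16.7 mM) and lines are the means of 2 arrays. PKM lies at 11.25 in normal glucose and 12.90 in high glucose, and HKDC1 moves the other way, from 7.01 to 5.31.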

As shown in Figure 2A, gene ontology (GO) analysis revealed that 14/40 of the glycolytic related gene (GO0006096, glycolysis) were upregulated in TSCC cells cultured in 16.7mM glucose (high glucose) compared with those cultured in 5.6mM glucose (normal glucose), including PKM2, HK1 and LDHA. 

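Genes of the response to reactive oxygen species moved both ways in high glucose. SOD2, the superoxide dismutase of mitochondria, was read through 4 probe sets annotated to SOD2 together with its neighbour SOD2-OT1, since none was annotated to SOD2 alone, a choice made after seeing the annotation. The brightest of them was 1.57-fold higher, a log2 difference of 0.65 (SE 0.0853, n = 2 arrays per group, adjusted p = 0.00199 from limma), 3 of the 4 ranged from 1.57-fold to 2.37-fold, and the other lay under the 25th percentile of every array. CAT, the catalase that breaks down H_2_O_2_, rose 3.14-fold and GSTP1, a glutathione transferase, 1.56-fold (adjusted p = 5.83e-05 and 0.00229 from limma). PLK3, PRDX1, APOD and SOD1 were lower by factors of 2.73, 1.81, 1.75 and 1.37, and of the 3 probe sets of APOD, 2 were at 0.469-fold and 0.572-fold and the other lay under the 25th percentile of every array.

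Slug, the transcriptional repressor encoded by SNAI2, was 7.102-fold higher in high glucose, a log2 difference of 2.83 (SE 0.0925, n = 2 arrays per group, adjusted p = 1.4e-05 from limma). Other genes of the epithelial to mesenchymal transition in Figure 2C rose with it. LOXL2, a lysyl oxidase that crosslinks collagen, was 19.1-fold higher, TGFB2 6.07-fold, WNT4 4.19-fold and RFLNB (FAM101B) 2.24-fold, with adjusted p of at most 0.000276 from limma. The probe sets of LOXL2, TGFB2 and WNT4 spread from 1.80-fold, 1.66-fold and 1.71-fold up to these values. MSX1, EPB41L5, BMP2, FOXF2, SOX9 and TGFB1 were lower by factors of 3.69, 3.09, 2.55, 1.67, 1.66 and 1.36, and the 5 probe sets of EPB41L5 ranged from 0.203-fold to 0.867-fold. TRIM28 was 0.852-fold (adjusted p = 0.08).

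Of the analysed genes of Figure 2B, 3 of 3 higher and 4 of 4 lower ones passed an adjusted p under 0.05, and of Figure 2C 5 of 5 and 6 of 7. The study picked them on these arrays, so the counts are not independent evidence, and 1 higher gene of each panel is not analysed here. The fold threshold of the methods was missed by SOD1, TGFB1 and TRIM28. The calls of SOD1 and TGFB1 ended without normal glucose replicate 1 (adjusted p = 0.0637 and 0.068 from limma), without high glucose replicate 1 (0.053 and 0.0611) and without high glucose replicate 2 (0.065 and 0.071). After adjustment of the methods' t-test, 1 of 4 lower genes of Figure 2B and 3 of 7 of Figure 2C passed, with every analysed higher gene still called.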

The expression of SOD2 (GO0000302, response to reactive oxygen species, Figure 2B), Slug (GO0001837, epithelial to mesenchymal transition, Figure 2C) were also found to be upregulated in high glucose (16.7mM) cultured TSCC cells than in normal glucose (5.6mM) cultured TSCC cells.

**Figure 2:**
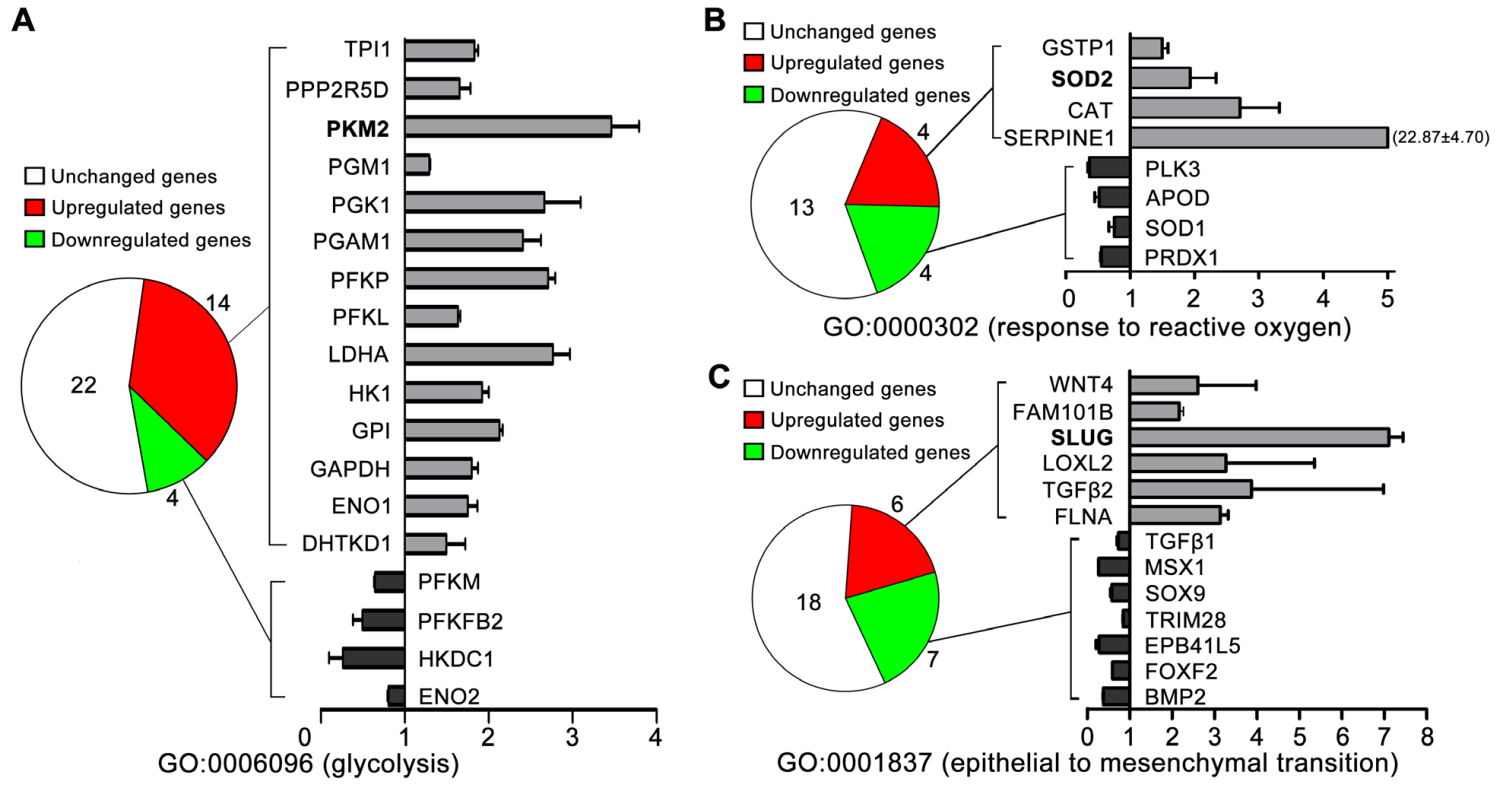
The gene expression patterns of TSCC cells cultured with normal glucose (5.6mM) and high glucose (16.7mM) determined by microarray analysis **(A)** 14/40 of the glycolytic related gene (GO0006096, glycolysis) were upregulated in TSCC cells cultured in 16.7mM glucose compared with those TSCC cells cultured in 5.6mM glucose, including PKM2. The expression of SOD2 [GO0000302, response to reactive oxygen species **(B)**], Slug [GO0001837, epithelial to mesenchymal transition **(C)**] were also found to be upregulated in 16.7mM glucose cultured TSCC cells than in 5.6mM glucose cultured TSCC cells.

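Glycolysis and glucose uptake genes were also taken from a textbook list. Of its 28 measured members, 14 were higher, 4 were lower and 10 did not pass (15 and 5 when adjusted over the list alone), with a median log2 difference of 0.37 (camera, adjusted p = 0.000605, and adjusted p = 0.142 with an estimated correlation). Figure 2A shares 15 of these genes, and of the other 13, 3 were higher and 10 did not pass. Besides SLC2A1 these were PFKFB3 (1.58-fold) and PKLR (1.26-fold), named after their values were seen. SLC2A1, the main glucose transporter of many tumour cells, was 3.80-fold higher (SE 0.0843 on the log2 scale, adjusted p = 3.31e-05 from limma). HK2 was 0.817-fold (adjusted p = 0.0664).

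Genes of the list for the glucose-sensing factors MondoA and ChREBP were mostly higher. It holds targets and the factors' own genes, MLXIP and MLXIPL, and shares PKLR with the glycolysis list. Of 10 measured, 7 were higher and 1 was lower, also when adjusted over the list alone (camera, adjusted p = 0.000944, and adjusted p = 0.206 with an estimated correlation). TXNIP, an inhibitor of glucose uptake that glucose induces, was 104.7-fold higher (SE 0.112 on the log2 scale, adjusted p = 5.49e-06 from limma), and its relatives ARRDC3 and ARRDC4 were 8.31-fold and 4.33-fold higher. Of 24 hypoxia response genes, 13 were higher and 3 were lower, with the same counts over the list alone (camera, adjusted p = 0.000256, and adjusted p = 0.24 with an estimated correlation). In this list EGLN3 and ADM were 7.72-fold and 4.63-fold higher, and VEGFA was lower by a factor of 4.23. SLC2A1 and PFKFB3 stand on both this list and the glycolysis list, so the lists are not separate evidence. Among 19 genes of gluconeogenesis and glycogen, 7 were higher and 3 were lower (7 and 4 when adjusted over the list alone), led by the glycogen synthase GYS1 at 4.06-fold and the phosphorylase PYGL at 3.14-fold, and the list as a whole did not pass (camera, adjusted p = 0.119).

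Other routes of carbon showed no common direction that passed the test. Of 9 pentose phosphate genes, 1 was higher and 4 were lower, with the same counts over the list alone, and TKT, a transketolase, was lower by a factor of 2.43 (camera over the list, adjusted p = 0.366). Of 21 citrate cycle genes, 6 were higher and 5 were lower (7 and 5 when adjusted over the list alone). Their median was 0.069 and their mean -0.039 on the log2 scale (camera, adjusted p = 0.401). Mitochondrial IDH2 was 3.04-fold higher and cytosolic IDH1 lower by a factor of 6.64. Of 51 oxidative phosphorylation genes, 4 were higher and 13 were lower, again the same over the list alone, with CYCS and COX7C lower by factors of 1.93 and 1.67 (camera, adjusted p = 0.231).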

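In wider gene lists, antioxidant genes were mainly lower in high glucose and mesenchymal genes mainly higher. Of 28 antioxidant enzymes and targets of NRF2, the factor that induces them under oxidative stress, 2 were higher and 16 were lower (2 and 17 when adjusted over the list alone). SOD2, 1.57-fold higher through its joint probe sets, is on the list but not among the 28, since it had no probe set of its own. The list passed camera at an adjusted p of 0.000246, with adjusted p = 0.139 with an estimated correlation. Figure 2 shares 4 of its genes, and of the other 24, 14 were lower and 10 did not pass. SLC7A11, the cystine transporter, TXNRD1, thioredoxin reductase, and SRXN1, sulfiredoxin, were lower by factors of 11.1, 10.7 and 8.77 (adjusted p of at most 1.4e-05 from limma). The paper reports higher SOD2 activity and more H_2_O_2_ in UM1 cells in high glucose. The messenger RNA of these genes does not measure H_2_O_2_, so it bears neither for nor against that result.

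Of 30 mesenchymal markers, 18 were higher and 1 was lower, with the same counts over the list alone (camera, adjusted p = 1.92e-08, and adjusted p = 0.122 with an estimated correlation). TAGLN, an actin-binding protein, and SPARC, a matrix protein, rose 36.1-fold and 21.9-fold, and VIM, which encodes Vimentin, 4.16-fold (SE 0.0844 on the log2 scale, adjusted p = 2.64e-05 from limma). Of 15 markers of fibroblasts, as another cell type, 5 were higher and 10 did not pass, also over the list alone (camera, adjusted p = 0.00432, and adjusted p = 0.392 with an estimated correlation), with FAP at 62.6-fold and COL1A1 at 5.86-fold, and 6 of the 15 are mesenchymal markers too. Of 25 TGF-beta targets, 16 were higher and 2 were lower over all genes and over the list alone, among them THBS1 at 19.6-fold and TGFBI at 11.5-fold (camera, adjusted p = 6.57e-07, and adjusted p = 0.143 with an estimated correlation).

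Epithelial genes moved in both directions. Of 30 epithelial markers, 8 were higher and 13 were lower (9 and 17 when adjusted over the list alone), and the list as a whole did not pass (camera, adjusted p = 0.12). EPCAM, CLDN7 and ELF3 were lower by factors of 8.99, 8.97 and 9.10 (adjusted p of at most 7.78e-05 from limma). CDH1, the gene of E-cadherin, was among the higher ones, at 1.42-fold (adjusted p = 0.00591 from limma), but did not pass the methods' t-test after adjustment. Of 27 markers of squamous keratinocytes, 14 were higher and 3 were lower, also over the list alone (camera, adjusted p = 2.25e-05, and adjusted p = 0.122 with an estimated correlation), and the basal keratins KRT15, KRT14 and KRT5 rose 30.8-fold, 17.0-fold and 15.6-fold.

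**Figure D3:**
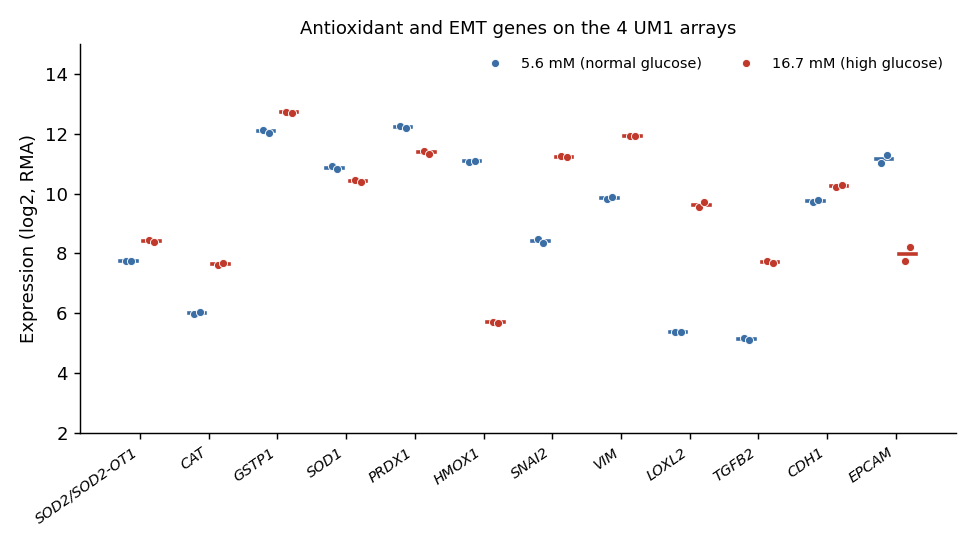
Log2 expression (RMA) of antioxidant genes and of genes of the epithelial to mesenchymal transition on each of the 4 UM1 arrays. Points are single arrays in normal glucose (blue, 5.6 mM) and high glucose (red, 16.7 mM) and lines are the means of 2 arrays. HMOX1 lies at 11.09 in normal glucose and 5.69 in high glucose, and VIM at 9.86 and 11.92.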

Then, we knockdown the expression of PKM2 (Figure 3A) in TSCC cells cultured with high glucose (16.7mM). The migration (Figure 3B) and invasion (Figure 3C) abilities, proliferation capacity (Figure 3D), activity of SOD2 (Figure 3E) and production of H_2_O_2_ (Figure 3F) were significantly inhibited in high glucose cultured TSCC cells after knockdown PKM2. The expression levels of metastasis-related proteins (pERK1/2, Slug and Vimentin) and SOD2 were also clearly decreased, while the E-cadherin protein levels were obviously increased after knockdown of PKM2 in TSCC cells cultured with 16.7mM glucose (Figure 3A).

**Figure 3:**
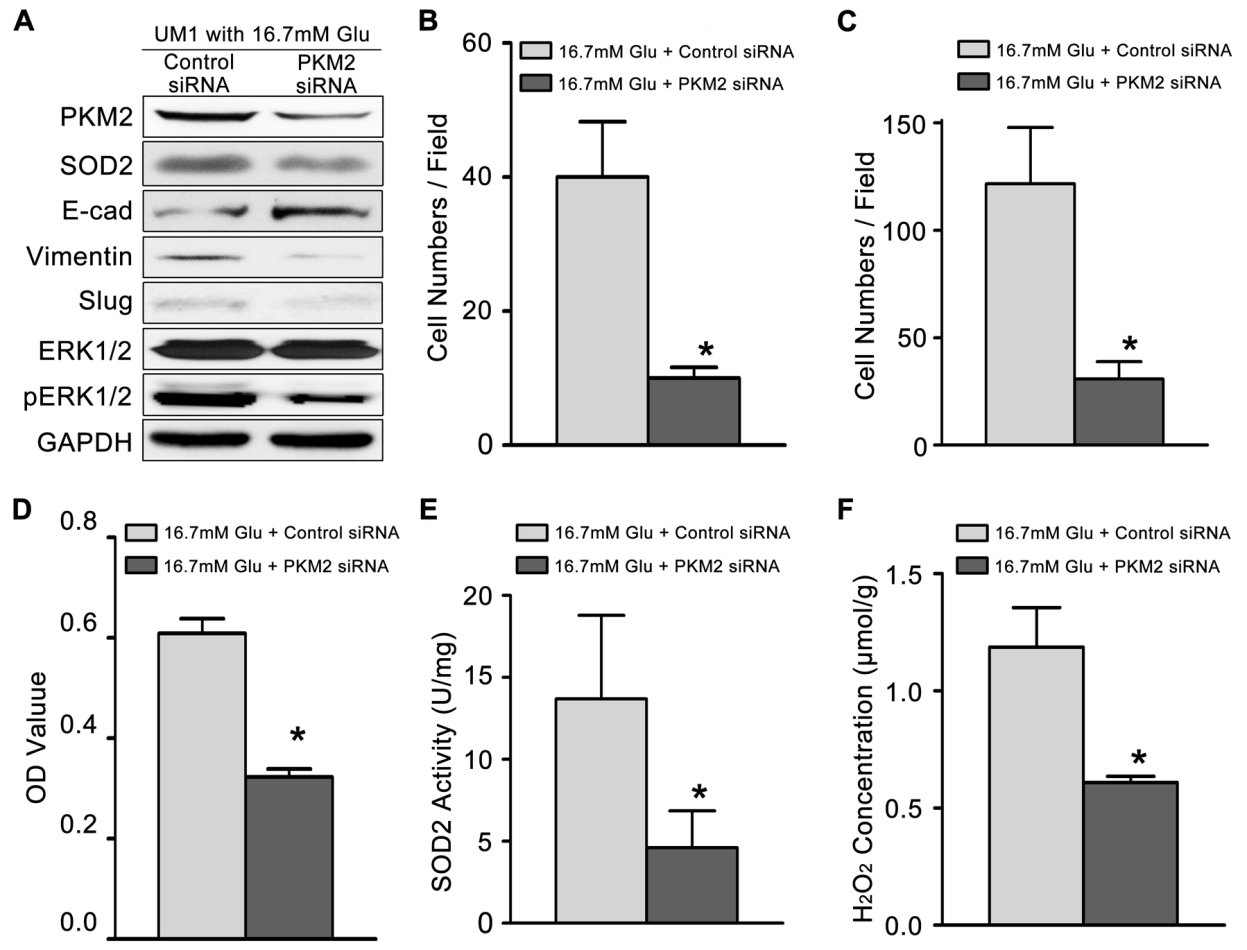
High glucose mediated the migration and invasiveness of TSCC through PKM2 pathway **(A)** The protein levels of PKM2, SOD2, Vimentin, Slug and pERK1/2 were decreased in UM1 cells after knockdown of PKM2 in TSCC cells cultured with 16.7 mM glucose, but the protein level of E-cadherin was decreased. PKM2 knockdown inhibited the migration **(B)** and invasion **(C)** abilities, cell proliferation **(D)**, and the SOD2 activity **(E)** and H_2_O_2_ production **(F)** in UM1 cells cultured with 16.7 mM glucose. ^*^P<0.05 compared with UM1 cells cultured with 16.7mM glucose and transfected with control siRNA.

### High glucose promotes tumour growth and lung metastasis *in vivo*

To further confirm the role of high glucose in the growth and metastasis of TSCC cells *in vivo*, the growth and metastasis of xenograft tumours in nude mice were examined. CAL27 cells were inoculated subcutaneously into nude mice with or without DM (high glucose). As shown in Figure 4A-B, tumour growth was significantly slower in the non-DM group relative to the DM group. The tumour doubling times were 1.3 days (DM group) and 1.9 days (non-DM group), respectively. PKM2 expression was obviously increased in xenografts from DM group (Figure 4C) compared with the non-DM group (Figure 4D). UM1 cells were also injected into the tail veins of DM and non-DM nude mice, and metastatic nodules in the lungs were confirmed histologically and counted. The DM mice exhibited a significantly increased number of metastatic nodules relative to the non-DM group (Figure 5).

**Figure 4:**
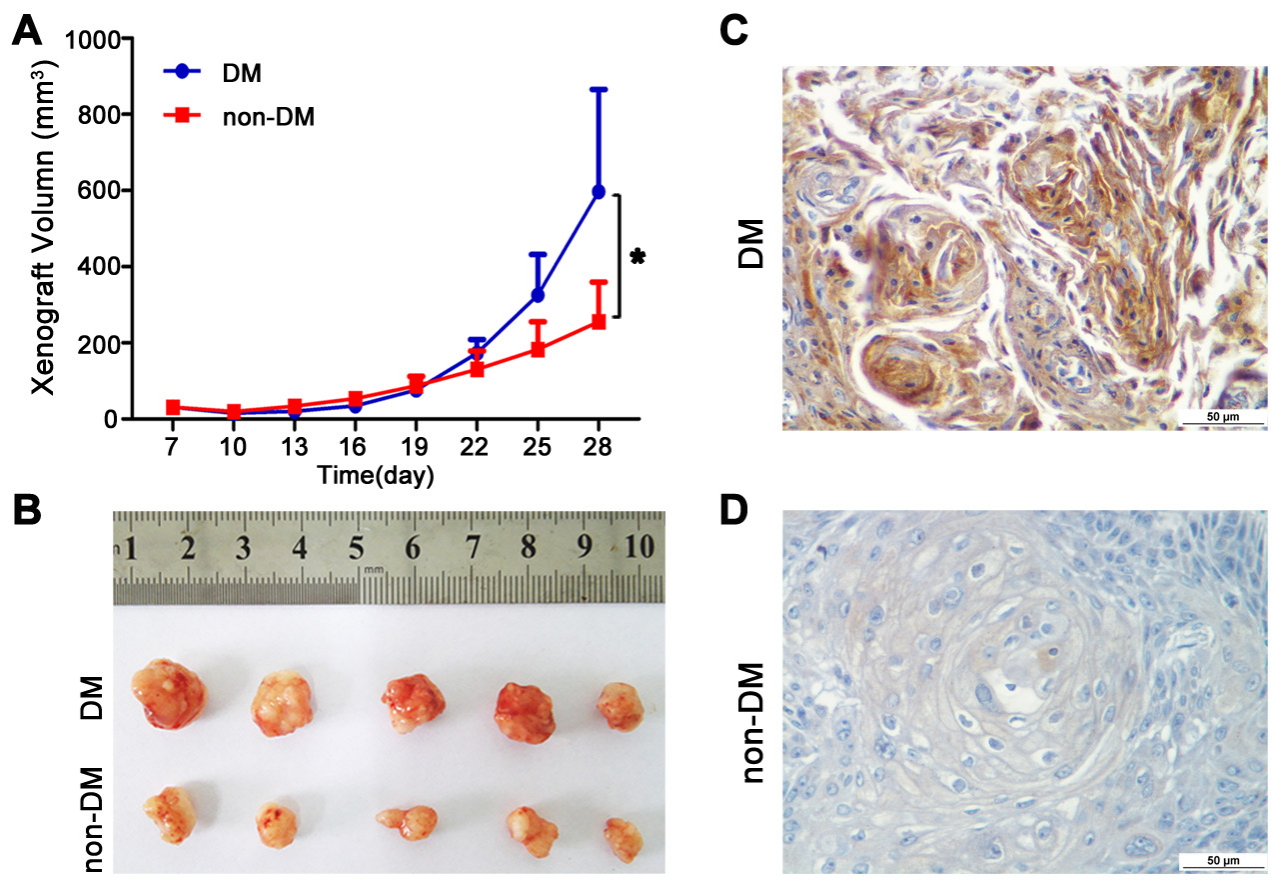
High glucose promotes tumour growth of TSCC *in vivo* **(A-B)** CAL27 cells were inoculated subcutaneously into BALC/C nude mice model of DM. Tumour growth was significantly slower in the non-DM group relative to the DM group. **(C-D)** PKM2 expression was obviously increased in TSCC xenografts from DM group compared with the non-DM group detected by IHC. Scale bar: 50 μm.

**Figure 5:**
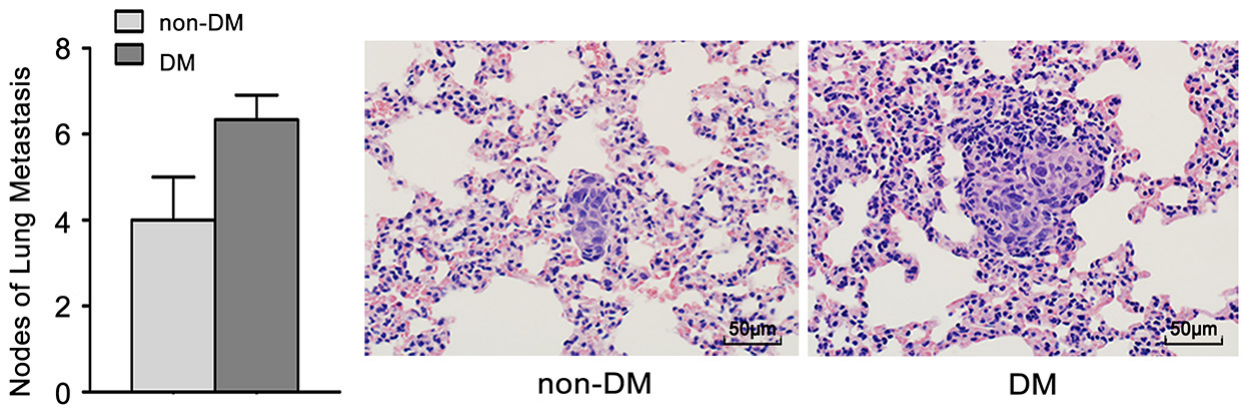
High glucose promotes tumour metastasis of TSCC *in vivo* UM1 cells were injected into the tail veins of DM and non-DM nude mice. The DM mice exhibited a significantly increased number of metastatic nodules relative to the non-DM group. Scale bar: 50 μm.

## DISCUSSION

More and more increasing evidence indicates a higher cancer risk in individuals with diabetes mellitus [17, 18]. Wang et al. reported that the overall cancer risk in patients with type 2 diabetes mellitus (T2DM) was significantly increased, with SIRs (Standardized Incidence Ratios) of 1.15 and 1.25 in males and females, respectively [18]. He et al [17] also found that individuals with breast cancer and T2DM had more lymph node involvement and that T2DM was associated with poor prognosis in ER/PR-positive or HER2-negative breast cancer. Recently, epidemiological studies also showed that DM may be a risk factor for the development of head and neck squamous cell carcinoma (HNSCC) and may be correlated with a higher incidence of HNSCC [19, 20]. A retrospective cohort study showed that the prevalence rate of DM was higher in patients with OSCC than in the general population in Taiwan (19.1% vs 7.5%). OSCC patients with DM tend to have a lower OS compared with OSCC patients without DM (HR=2.22) [20]. Until now, no reports have investigated the relationship between DM and TSCC. In this study, we found that the prevalence rate of DM in patients with TSCC was 12.84%, which is approximately 1.32 times higher than that in the general population in China, TSCC patients without DM demonstrated a trend of better survival than TSCC patients with DM, as TSCC patients with DM had a 1.38-fold increased risk affecting the 5-year OS compared to patients without DM.

Hyperglycaemia (high glucose), a characteristic feature of diabetes, has been shown to contribute to enhanced cancer risk [10]. Epidemiological evidence suggests that hyperglycaemia in cancer patients contributes to an increased likelihood of tumour recurrence, metastasis or fatal outcome compared to patients with hyperglycaemia [10]. In the present study, we also found that high glucose increases the proliferation, migration and invasion of TSCC cells *in vitro* and promotes tumour growth and lung metastasis *in vivo*.

Given the central role that glycolysis plays in tumour development, elevated glucose levels in the circulation are likely to provide abundant glucose resources and a concentration gradient for convenient usage by cancer cells. Indeed, recent studies have demonstrated that excess glucose induces the expression of glycolytic related gene HK2 and PKM2 [13, 21, 22]. Liu et al [13] found that high glucose stimulated HK2 expression and the migration of wild type (wt) and si-MiaPaCa2 cells in both normoxic and hypoxic conditions. Yang and Lu [22] also reported that high glucose promoted the dephosphorylation of SP1, which increased the DNA binding activity of SP1 and enhanced the expression of PKM2. In our study, a strong correlation was found between DM and the glycolytic enzymes PKM2. PKM2 up-regulation induced by high glucose was also detected *in vitro* by microarray and western blot and in DM animal study. 

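On the arrays, PKM was read by 6 probe sets of its own, and each was higher in high glucose. The 3 others with a normal glucose level above 9 on the log2 scale were 3.80-fold, 3.85-fold and 3.45-fold higher. The dimmest probe sets, at 3.34 and 3.55 in normal glucose, were 6.89-fold and 8.15-fold higher. The annotation of the probe sets names the gene PKM and not its M2 isoform, so the splice forms were not told apart. From the arrays, the western blots and its study of diabetic animals, the paper states that high glucose up-regulated PKM2. Its blots and its staining of xenografts used antibodies against PKM2.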

High glucose enhanced the TSCC cell proliferation, migration and invasion and these effect can be abolished after knockdown the expression of PKM2 in TSCC cells. Thus, high glucose promotes cellular metastatic behaviour, which may be related to PKM2.

Previously, many pathways were found to involve hyperglycaemia related to the proliferation and metastasis of cancer cells, such as the TGFβ1/PI3K/AKT signalling pathway [23] and microRNA (miRNA)-associated pathways [24]. In our previous studies, we had found that PKM2 enhances the metastatic potential of TSCC through the SOD2-H_2_O_2_ pathway [16]. SOD2-dependent production of H_2_O_2_ contributed to the migration and invasion abilities of TSCC and to salivary adenoid cystic carcinoma (SACC) via the ERK-Snail (Slug) signalling pathway [25–31]. In the present study, we also found that high glucose induced increased SOD2 expression and activity, intracellular H_2_O_2_ and the expression of pERK1/2 and Slug, whereas, these effect was abolished after knockdown of PKM2 in TSCC cells cultured with high glucose. Thus, These data demonstrate that high glucose promotes the migration/invasiveness of TSCC cells through the PKM2-SOD2-H_2_O_2_ pathway.

## MATERIALS AND METHODS

### Patients and samples

We conducted a retrospective cohort study using data from the First Affiliated Hospital (April 1998-May 2004, cohort #1 and June 2004-September 2014, cohort #2) and data from the Guanghua School of Stomatology (March 2004-September 2014, cohort #3) of Sun Yat-sen University. DM was defined as: (1) fasting plasma glucose levels ≥7.0 mmol/L or (2) 2-h plasma glucose levels ≥11.1 mmol/L. Impaired fasting glucose (IFG) was defined as: (1) fasting plasma glucose levels between 6.1 mmol/L and 7.0 mmol/L or (2) 2-h plasma glucose levels between 7.8 mmol/L and 11.1 mmol/L (Xu et al., 2013). All the patients were diagnosed with TSCC and underwent radical dissection without preoperative chemotherapy or radiotherapy. The clinical characterization of the patients is summarized in Supplementary Table 4. Survival was calculated from diagnosis to the date of the latest follow-up (or death) (2014-09-01). This study was approved by the ethical committee of the first affiliated hospital of Sun Yat-Sen University (2016074).

### Cell culture and transfection

Human TSCC cell lines (UM1, CAL27) were maintained in DMEM supplemented with 10% foetal bovine serum, 1000 U/ml penicillin and 500 mg/ml streptomycin in an incubator at 37°C and 5% CO2. To knockdown PKM2, the cells were seeded in 6-well plates and transfected with PKM2 siRNA or control siRNA (Ribobio, Guangzhou, China) using Lipofectamine™ RNAiMAX transfection reagent (Invitrogen, CA, USA) according to the manufacturer’s instructions. Three sequences of PKM2 siRNA were used, and the sequence that exhibited the best knockdown effect was chosen for further experiments (PKM2 siRNA sequences: 5’-ccauaaucguccucaccaatdt-3’; Control siRNA sequences: 5’-uucuccgaacgugucacgutt-3’). The cells were harvested for functional analysis after 48h transfection.

### *in vitro* cell migration/invasion assays

Transwell assays were performed to assess the cell migration and invasion ability using BD BioCoat Control Cell Culture Inserts and BD BioCoat BD Matrigel™ Invasion Chambers, respectively [26]. Briefly, cells were seeded in the upper Boyden chambers of the cell culture inserts. After 24h of incubation, cells that adhered to the lower membrane were stained with DAPI in the dark, imaged and counted. Three random fields were captured at 200× magnification under a microscope. The number of cells on the lower surface was compared among the groups.

### Cell proliferation assays

Cell proliferation was detected 24h later using a modified Cell Counting Kit-8 (CCK8) assay (Fanbo, Beijing, China) according to the manufacturer’s instructions [32]. Briefly, cells were seeded in 96-well plates at a density of 5×10^3^ cells per well. Then, 10μl of CCK8 solution was added to each well of the plate, which was incubated for 2h in an incubator. The absorbance (optical density, OD) value of each well was determined using a plate reader at a wavelength of 450 nm.

### Western blot analysis

Western blots were performed as described previously [29] using specific antibodies against PKM2, SOD2, E-cadherin (E-cad), Vimentin, members of the Snail family (Slug), extracellular signal-regulated kinase (ERK) 1/2, pERK1/2 and GAPDH (Cell Signaling Technology, MA, USA). GAPDH was used as a control (Cell Signaling Technology).

### SOD2 activity and intracellular H_2_O_2_ concentration

SOD2 activity was determined by a Cu/Zn-SOD and Mn-SOD Assay Kit with WST-8 (Beyotime, China) according to the manufacturer’s instructions [29]. One unit of SOD2 activity was defined as the amount of SOD2 needed to exhibit 50% dismutation of the produced superoxide radical. The final enzyme activity was calculated by normalizing the results to the total protein concentration of the whole protein extract.

The H_2_O_2_ concentration was determined using the PeroXOquant quantitative peroxide assay kit (Pierce, IL, USA) according to the manufacturer’s instructions [29].

### Gene expression profile by microarrayanalysis

UM1 cells cultured with normal glucose (5.6mM) and high glucose (16.7mM) were used to detect the mRNA expression profiles. Total RNA was isolated, labelled, and hybridized to the Affymetrix Human Genome U133 Plus 2.0 GeneChip arrays according to standard, previously reported protocols [33]. The arrays were scanned with a GeneChip Scanner 3000. The scanned array images were processed with GeneChip Operating software (GCOS). The microarray data were pre-processed using Robust Multi-array Analysis (RMA). Experiments were performed in duplicate. The differentially expressed genes were defined as those with a fold change <0.67 (down-regulated) or >1.5 (up-regulated) and a *P* value <0.05. The microarray data has been deposited in Gene Expression Omnibus (GEO) [GEO accession number: GSE99549]. A GO analysis was used to analyse the microarray data.

### Tumourigenesis and metastasis assay in nude mice model of DM

A BALB/C nude mouse model of diabetes was established by a single intraperitoneal injection of STZ [dissolved in 0.1 M sodium citrate buffer (pH 4.5), Sigma-Aldrich, St. Louis, MO, USA] at a dose of 150 mg/kg bodyweight, while control mice received an injection of the same volume of 0.1 M sodium citrate buffer [34]. Three days after the STZ injection, mice with hyperglycaemia (blood glucose levels ≥250 mg/dl) were considered to have DM. For the tumourigenesis, CAL27 cells (5×10^6^/0.2ml) were inoculated subcutaneously into right flanks of 4-wk-old male BALB/c nude mice with or without DM, and the resulting xenografts were measured with a calliper beginning 1 week after inoculation. Tumour volumes were calculated as ½length × width^2^, and the tumour growth curve (y=Ae^kday^) and tumour doubling times (ln2/k) were obtained. The mice were sacrificed after 4 weeks. Immunohistochemistry (IHC) was used to detect PKM2 staining in TSCC xenografts as our previously described [35] using specific antibodies against PKM2 (Cell Signaling Technology, 1:1000). For the metastasis assays, UM1 cells (1×10^6^/0.2 ml) were injected into the tail veins of BALB/c nude mice with or without DM. The animals were sacrificed after 8 weeks, and the metastatic tumours in the lung were assessed as previously described [36].

BALB/C nude mice were purchased from Hunan SJA Laboratory Animal Co. Ltd., Hunan, China. At least 5 mice were used in each group. No mice showed any notable toxic effect or loss of body weight during the experiment. This animal study was approved by the ethics committee of the first affiliated hospital of Sun Yat-Sen University (2016047).

### Statistical analysis

All experiments were performed in triplicate, and the data are presented as the means ± the standard deviation (SD). All statistical analyses were performed using the Statistical Package for the Social Sciences (SPSS, Chicago, IL), Version 19.0. The χ^2^ test was used to analyse the relationship between DM and the clinicopathological characteristics of patients with TSCC. Survival curves were plotted using the Kaplan–Meier method and were compared with the log-rank test. Cox regressions were used for the univariate and multivariate analyses. Correlations between PKM2 expression and DM were tested using Spearman’s rank correlation. The data were analysed with Student’s t test to determine the significance between two groups or with a one-way analysis of variance (ANOVA) to calculate significance among more than two groups. In all cases, *P*<0.05 was considered statistically significant.

## CONCLUSIONS

In this study, we demonstrate that the prevalence rate of DM was significantly higher in TSCC patients than in the general Chinese population, therefore, DM may be a risk factor for the development of TSCC. DM and the expression of PKM2 in TSCC patients were also correlated with each other. High glucose contributed to increased TSCC cells migration/invasion abilities *in vitro* and *in vivo*. High glucose mediated the migration/invasion potential of TSCC through the PKM2-SOD2-H_2_O_2_ pathway. These findings underscore the importance of controlling hyperglycaemia in TSCC patients with DM.

## SUPPLEMENTARY MATERIALS TABLES

How the deposited data were processed for this re-analysis (not part of the article)

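RNA of UM1 cells cultured in normal glucose (5.6 mM) or high glucose (16.7 mM) was measured on 4 Affymetrix arrays, 2 per group. The sample labels give 7 days of culture and call the arrays biological replicates. The authors processed the scans with GCOS and RMA, as the methods and the submitters' processing notes state, and deposited log2 values per probe set that were already corrected for background and normalised between arrays. The versions of both tools are not given in the sources used here. The methods name the Human Genome U133 Plus 2.0 array, but the identifiers of the 49395 probe sets are those of the PrimeView array, whose annotation was used.

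Of these probe sets, 44988 were annotated to 1 gene, 1832 to several and 2473 were not listed, and 102 were controls, left out of all tests. Symbols were updated through the gene identifiers of the GRCh38.p14 gene table, used for names and for the order of neighbouring genes. For each of 18132 genes, the probe set with the highest mean over the 4 arrays was taken. SOD2 is the exception described beside Figure 2B. Some genes named in the study are not reported here.

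High glucose was compared with normal glucose by limma 3.58.1 in R 4.3.3 (lmFit and eBayes) with Benjamini-Hochberg adjustment over all genes and a threshold of 0.05. The methods' thresholds, a fold above 1.5 or below 0.67 with an unadjusted p under 0.05, were applied to the same fit. Errors of folds are standard errors of the log2 difference from limma. A factor by which a gene was lower is its normal glucose level over its high glucose level. The 26 gene lists were written from textbook knowledge and tested with camera at a preset correlation of 0.01, with adjustment over the 26 lists, and again with an estimated correlation. Each list that passed lost its call with the estimated correlation, a test that has few degrees of freedom with 2 arrays per group. Tables were summarised with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1 in Python 3.11.15.

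The genes that the text names were taken from those of Figure 2 and of the western blots, HK2, TXNIP, the 10 genes with the largest rise and the 10 with the largest fall among those called with the arrays of the groups apart, and up to 4 called members of each list with the largest difference. The sample mapping, the tests, the lists, this rule and the alternatives were fixed before the data were examined. Any later choice is marked where it is used.

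The procedure was tested on simulated data for the comparison of high with normal glucose over 18132 genes, of which 200 were changed. It recovered 7.5% of the genes changed 1.5-fold, 79.1% of those changed 2-fold and 92.4% of those changed 4-fold, and 7 of its 126 calls were false. With fewer changed genes than in the real comparison, the adjusted threshold was stricter there, so these shares do not describe the real calls, among which smaller changes passed. The number of arrays limits the precision, and dim probe sets near the array background can understate a change. The brightest probe set is not always the most changed: that of PKM gave 3.14-fold, against 6.89-fold and 8.15-fold for its dimmest ones. Where every array of a group lay at or under the 25th percentile of that array, the fold of a named gene is given as at least its value against that floor, a form chosen after seeing the data.

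The alternatives were other summaries of a gene's probe sets, probe sets ending in _x_at left out, dim genes left out, a floor at the 25th percentile of each array, a further quantile normalization, median centring, limma-trend with robust eBayes, the methods' t-test, the replicate number as a block, other thresholds, each probe set tested separately, and each array left out in turn.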

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

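The tests of RNA breakdown and of array scaling were chosen after the result was seen. The results here concern genes that the paper does not discuss and whose list median, or whose own difference, exceeded a 2-fold change between high and normal glucose.

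All 41 measured cell cycle genes were higher in high glucose, also when adjusted over the list alone, with a median log2 difference of 3.61 (camera, adjusted p = 5.73e-29, and adjusted p = 0.122 with an estimated correlation). TOP2A, TPX2 and KIF20A, which act in mitosis, rose 40.8-fold, 36.9-fold and at least 29.1-fold, and 4 of the 41 genes had a level of 7 or higher in normal glucose. The paper reports more proliferation of UM1 cells in high glucose and less after knockdown of PKM2, from assays of cells. The cell cycle genes went in the direction of its glucose result. Genes of the unfolded protein and amino acid response went the other way. Of 30, 27 were lower in high glucose and 3 did not pass (28 lower when adjusted over the list alone), with a median of -1.385 (camera, adjusted p = 3.97e-14, and adjusted p = 0.122 with an estimated correlation). The stress regulators DDIT3, TRIB3 and ATF3 were lower by factors of 17.0, 14.0 and 11.0. TXNIP, which falls when cells lack glucose, had a log2 difference of 6.711.

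A candidate explanation for these changes is that the normal glucose cultures had run short of glucose by the time of harvest. The 11 chaperones of the endoplasmic reticulum tested for it had a median log2 difference of -1.319, but all 11 are members of the unfolded protein list that prompted the explanation, so this test decides nothing and a shortage stays open. The tables argue against RNA breakdown, since the 3' to 5' difference of the controls differed between the groups by at most 0.344 on the log2 scale. They argue against a scaling difference left in the normalised values, where the hybridisation spikes differed by 0.093, but cannot show a scaling of the raw scans. They also argue against a cell line of another lineage. Of 16 lineage, HOX and cancer-testis genes at a level of 7 or higher in a group, 0 were at 4.5 or lower in the other. Lines of the same tissue can share these genes, so this test does not exclude another line of that tissue. The spread of medians over 71 windows of 100 neighbouring genes was 1.127 times that of shuffled genes, below the 1.5 set beforehand for different lines. The upper bound of the shuffles, the rule set beforehand for excluding different lines, came to 1.15. The value undercut this bound by less than the SD of the shuffles (0.076), a margin applied after it was seen (48 of 1000 shuffles were as large). Another line of the same tissue therefore stays open. A direct response to 5.6 mM glucose, or a difference in cell density or medium, also stays open, and no glucose measurement of the cultures was used here.

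All 25 interferon response genes were higher in high glucose, also over the list alone, with a median log2 difference of 3.19 (camera, adjusted p = 5.41e-22, and adjusted p = 0.122 with an estimated correlation), led by MX2 at 65.3-fold and OAS1 at 51.5-fold. Of 18 feedback targets of the ERK pathway, 2 were higher and 16 were lower in high glucose, the same over the list alone. Their median was -1.555 (camera, adjusted p = 6.72e-07, and adjusted p = 0.122 with an estimated correlation), and DUSP5, ETV5 and SPRY4 were lower by factors of 26.9, 18.9 and 7.97. The paper reports more phosphorylated ERK1/2 (pERK1/2) in UM1 cells in high glucose. The direction of these targets differs from that of the blot, which measured phosphorylated protein and not messenger RNA. Of 27 metalloproteinase and invasion genes, 18 were higher and 5 were lower (18 and 6 when adjusted over the list alone), with a median of 1.046 (camera, adjusted p = 2.21e-05, and adjusted p = 0.122 with an estimated correlation), among them MMP13 at 10.4-fold, MMP2 at 9.21-fold and PDPN at 8.66-fold. The paper reports more migration and invasion of UM1 cells in high glucose, also from assays of cells.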

How the results depend on the processing

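The probe set exception for SOD2 and the mean fold over a gene's probe sets were chosen after seeing the data. Over all alternatives, 140 values of the counts stayed within 1.5 times the reported count and 10 did not. The methods' t-test gave 1347 higher and 1667 lower genes at the adjusted threshold, by its own estimate of spread from 2 arrays per group. Testing each probe set separately gave 6875 and 9297 calls at the adjusted threshold and 4724 and 5812 at the methods' thresholds, since more features were tested. A fold above 2 or below 0.5 gave 1157 and 994 genes. Of the higher genes of Figure 2A, 7 of 10 analysed passed without _x_at probe sets, and of the lower genes of Figure 2B, 1 of 2 analysed passed when dim genes were left out. With each array left out in turn, calls at the adjusted threshold were 2064 to 2114 higher and 2718 to 2848 lower, and at the methods' thresholds 1937 to 1978 and 2426 to 2517. In the same runs Figure 2A kept 12 higher and 2 to 3 lower genes, Figure 2B 3 and 3, and Figure 2C 5 and 5. The log2 difference ranged from 1.63 to 1.68 for PKM, 2.76 to 2.90 for SNAI2 and 0.611 to 0.688 for SOD2, and the adjusted p of the glycolysis list from 0.000619 to 0.00181. Of the gene lists, 15 lost their call with an estimated correlation, where glycolysis had an adjusted p of 0.142, and the other 323 values stayed on their side of the threshold. For named genes, 1942 values kept direction and side, 67 lost the call, 27 of them under the methods' t-test, and 10 gained it (TRIM28 and HK2). The mean fold over a gene's probe sets moved 11 values by more than the replicate SD, among them PKM to 2.286 and SOD2 to 0.745 on the log2 scale. Without _x_at probe sets, SDHA turned from 0.787 to -0.071 and RPL14 from -1.41 to 0.092, on probe sets under the 25th percentile of the arrays in high glucose and in both groups. The replicate block gave 2529 higher and 3592 lower genes. The deviations of same-numbered arrays correlated at -0.005 over all genes and 0.102 over the brighter ones, and no source says that the numbers pair the cultures. A lone array left in a group is assumed to vary like the other group.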

Differences from the paper's values

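WNT4 was 4.19-fold higher in high glucose, and the paper's value is about 2.6 in Fig. 2C, read by eye. Of the alternatives set before the data were examined, the mean of a gene's probe sets (2.404-fold) and leaving out normal glucose replicate 2 (3.83-fold) brought the values within the stated limits, and the others did not. The mean fold over probe sets on the linear scale (2.61-fold), chosen after seeing the values, also does. It brought TGFB2 (3.87-fold), CAT (2.71-fold), PGK1 (2.66-fold) and DHTKD1 (1.49-fold) closer to the figure (about 3.9, 2.7, 2.7 and 1.5, read by eye). It moved PKM (4.88-fold) and EPB41L5 (0.431-fold) away from the figure (about 3.5 and 0.28), and also APOD, PFKL and ENO1. It leaves 8 of the paper's called genes short of the fold threshold, against 6 with the brightest probe set. The 2 it adds are GSTP1 (1.497-fold) and APOD (0.698-fold, with a probe set under the 25th percentile of every array).

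LOXL2 was 19.1-fold higher, and the paper's value is about 3.3 in Fig. 2C, read by eye. No alternative set before the data were examined closed this gap, the nearest being the mean of its probe sets (7.25-fold). The mean over 2 of its 4 probe sets, those with the smallest folds, was 3.27-fold, a setting chosen after seeing the values.

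The paper states that 14 glycolysis genes were up-regulated. All of them were higher and passed an adjusted p under 0.05, and 12 passed its fold threshold. DHTKD1 passed with its most changed probe set (1.65-fold), and PGM1 (1.28-fold) passed under none of the alternatives. Among the genes that Figure 2 shows as lower, ENO2 (0.807-fold), SOD1 (0.732-fold), TGFB1 (0.733-fold) and TRIM28 (0.852-fold) did not pass the fold threshold in any alternative run for them. The figure's own values for them miss it too (about 0.80 in Fig. 2A, about 0.75 in Fig. 2B, and about 0.73 and about 0.85 in Fig. 2C, read by eye), as does its value for PGM1 (about 1.3 in Fig. 2A, read by eye). TRIM28 passed an adjusted p under 0.05 with the mean of probe sets (0.0447), dim genes left out (0.0223), a floor (0.0442), median centring (0.0458), limma-trend with robust eBayes (0.0135) and the methods' t-test (0.0467).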

Other observations

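The tests on fibroblasts and on the error bars of Figure 2 were chosen after the results were seen. Ribosomal protein genes were lower in high glucose as a group. Of 32, 29 were lower and 3 did not pass (31 lower when adjusted over the list alone), with a median log2 difference of -0.605 (camera, adjusted p = 2.79e-09, and adjusted p = 0.122 with an estimated correlation), and RPL12 and RPL4 were lower by factors of 2.12 and 1.92. Of 18 cholesterol synthesis genes, 10 were higher and 3 were lower, also over the list alone (camera, adjusted p = 0.00617, and adjusted p = 0.19 with an estimated correlation), with EBP at 3.73-fold and SQLE at 2.24-fold. Fatty acid synthesis was split. Of 13 genes, 3 were higher and 3 were lower, the same over the list alone (median 0.030 and mean -0.031 on the log2 scale, camera, adjusted p = 0.742), with ACLY at 1.89-fold and ME1 lower by a factor of 2.01.

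Of 22 NF-kB targets and inflammatory cytokines, 7 were higher and 7 were lower (8 and 7 when adjusted over the list alone). SOD2 is on this list but not among the 22, since it had no probe set of its own. Their mean log2 difference was -0.096, while camera gave the direction as up (adjusted p = 0.731). TNFAIP3 and IL1B were 6.01-fold and 3.60-fold higher, and CXCL8 was lower by a factor of 4.34. Of 13 apoptosis and p53 targets, 4 were higher and 8 were lower, also over the list alone (camera, adjusted p = 0.158), with TP53I3 at 3.56-fold and the death receptor gene TNFRSF10B lower by a factor of 5.33. Of the markers of further cell types, 2 of 12 endothelial genes were higher and 10 did not pass, also over the list alone (camera, adjusted p = 0.319), with ERG at 3.25 in normal glucose and 4.46 in high glucose on the log2 scale, below the array medians. Of 14 leukocyte genes, 2 were higher and 12 did not pass, and 0 passed limma when adjusted over the list alone, against 2 at an unadjusted p under 0.05 from limma and 3 from the methods' t-test (camera, adjusted p = 0.366). Of 11 neural and melanocytic genes, 1 was higher and 2 were lower, the same over the list alone (camera, adjusted p = 0.746), with TUBB3 at 10.8-fold.

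The western blots of the paper measured protein, and the arrays measured the messenger RNA of the same genes. PKM (3.14-fold), SOD2 through its joint probe sets (1.57-fold), SNAI2 (7.102-fold) and VIM (4.16-fold) were higher in high glucose. The paper reports the same direction for the proteins PKM2, SOD2, Slug and Vimentin, although the arrays did not tell the PKM isoforms apart. CDH1, which encodes E-cadherin, was 1.42-fold higher in high glucose (SE 0.0877 on the log2 scale, adjusted p = 0.00591 from limma, and 0.0556 from the methods' t-test), whereas the paper reports lower E-cadherin protein. MAPK3, which encodes ERK1, was 1.08-fold (adjusted p = 0.372 from limma). For ERK, the paper reports a rise of the phosphorylated protein in high glucose. The level of MAPK3 messenger RNA does not measure phosphorylation, so it bears neither for nor against that result.

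The rise of collagen and other mesenchymal genes could come from fibroblasts mixed into the high glucose cultures. Fibroblasts would bring all their abundant transcripts along, and each of the 15 fibroblast markers was therefore compared between the groups through the probe set of it that rose most. The median of these log2 differences was 0.157 (SD over genes 2.399), against 7.029 for COL3A1, and 11 of the 15 markers, DCN, LUM, COL6A3 and THY1 among them, stayed below 1 on each of their 33 probe sets, although COL1A2, also among them, was called higher (at least 1.61-fold, adjusted p = 0.00147 from limma). The tables therefore argue against fibroblasts as the source. A response of the UM1 cells to glucose and another line of the same tissue stay open.

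The error bars of Figure 2 might show the spread over the probe sets of a gene and not the spread over replicates. For 16 of 23 genes with several probe sets, the error read by eye lay closer to the SD of the fold over probe sets than to the SD over replicate arrays. This share of 0.696 (SE 0.096) is within its error of the 0.75 set for that explanation and does not decide it. The replicate spread alone does not give the bars of TGFB2, PGK1, CAT and DHTKD1, whose error lay at the SD over probe sets (3.12, 0.432, 0.61 and 0.228) and far from the SD over replicates (0.283, 0.055, 0.115 and 0.0201), while that of ENO1 lay at the SD over replicates (0.107, against 0.0145). Genes with 1 probe set of their own were left out of this comparison. Among them, SNAI2, PFKP, GAPDH, GPI and PLK3 have bars (0.33, 0.08, 0.07, 0.04 and 0.03, read by eye). A spread over the probe sets used here cannot give these. For PFKM, ENO2, PRDX1, TGFB1, MSX1, FOXF2 and TRIM28, also with 1 probe set, no error was read. With subsets of probe sets chosen after seeing the values, the SD over probe sets of LOXL2 (2.09) and PKM (0.333) came near their errors too, and what the bars show stays open.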
